# Kisspeptin Influences the Reproductive Axis and Circulating Levels of microRNAs in Senegalese Sole

**DOI:** 10.3390/ijms21239051

**Published:** 2020-11-28

**Authors:** Catarina C. V. Oliveira, Elvira Fatsini, Ignacio Fernández, Catarina Anjos, François Chauvigné, Joan Cerdà, Robin Mjelle, Jorge M. O. Fernandes, Elsa Cabrita

**Keywords:** *Solea senegalensis*, G1 breeders, hormonal treatment, KISS2, gonadotropins, sex steroids

## Abstract

Kisspeptin regulates puberty and reproduction onset, acting upstream of the brain–pituitary–gonad (HPG) axis. This study aimed to test a kisspeptin-based hormonal therapy on cultured Senegalese sole (G1) breeders, known to have reproductive dysfunctions. A single intramuscular injection of KISS2-10 decapeptide (250 µg/kg) was tested in females and males during the reproductive season, and gonad maturation, sperm motility, plasma levels of gonadotropins (Fsh and Lh) and sex steroids (11-ketotestosterone, testosterone and estradiol), as well as changes in small non-coding RNAs (sncRNAs) in plasma, were investigated. Fsh, Lh, and testosterone levels increased after kisspeptin injection in both sexes, while sperm analysis did not show differences between groups. Let7e, miR-199a-3p and miR-100-5p were differentially expressed in females, while miR-1-3p miRNA was up-regulated in kisspeptin-treated males. In silico prediction of mRNAs targeted by miRNAs revealed that kisspeptin treatment might affect paracellular transporters, regulate structural and functional polarity of cells, neural networks and intracellular trafficking in Senegalese sole females; also, DNA methylation and sphingolipid metabolism might be altered in kisspeptin-treated males. Results demonstrated that kisspeptin stimulated gonadotropin and testosterone secretion in both sexes and induced an unanticipated alteration of plasma miRNAs, opening new research venues to understand how this neuropeptide impacts in fish HPG axis.

## 1. Introduction

The kisspeptin system is widely known to control puberty and to be involved in the onset of reproduction in mammals, acting centrally via the kisspeptin receptor and stimulating the secretion of gonadotropin-releasing hormone (GnRH) [1,2]. In humans, kisspeptin treatments have been proven to be a very promising therapeutic in the treatment of fertility disorders, as it stimulates the release of gonadotropins [1]. In subfertile women, it has been observed to induce oocyte maturation [3] and in men, intravenous administration of two different kisspeptin isoforms stimulated the levels of pituitary gonadotropins luteinizing (Lh) and follicle-stimulating (Fsh) hormones in serum [4]. 

In fish, as in mammals, the kisspeptin system seems to play a major role in the regulation of the gonadotropic axis, especially in the timing of puberty and control of gonadotropin secretion [5,6,7]. In most teleost fish, the kisspeptin system is composed of two ligands, KISS1 and KISS2, and two receptors, KISS2r and KISS3r (reviewed in Somoza*,* et al. [8]). Although KISS2 appears to have a predominant role in the control of reproduction [9,10], both kisspeptin peptides have been demonstrated to stimulate gonadotropin synthesis and secretion in different fish species, accelerating puberty in juveniles or gametogenesis in adults [9]. However, their actions do not appear to be mediated by GnRH neurons as in mammalian models (reviewed in Somoza*,* et al. [8]). Acting upstream of the hypothalamus–pituitary–gonad (HPG) axis, this hormonal treatment could represent a valuable tool to optimize current breeding protocols in commercial cultured fish.

The Senegalese sole, *Solea senegalensis*, is an emerging and promising species for European aquaculture [11]. However, the lack of fertilization of spawned eggs from broodstock bred and reared in captivity (first generation, G1) is one of the major constraints [12,13]. Such reproductive failure has been attributed in part to males, based on the fact that G1 males lack the courtship behavior observed in wild breeders [14]. However, lower levels of Lh [15] and of sperm volume and quality [16], with respect to wild individuals, are also factors involved. Some advances have been achieved to temporarily solve these problems, namely the development of artificial fertilization [17,18] or cryopreservation protocols [19], as well as the improvement of the reproductive status through nutritional approaches [20]. Hormonal induction in G1 sole has shown partially successful results; in females with gonadotropin-releasing hormone agonists (GnRHa) slow-release implants [18,21] and in males with human chorionic gonadotropin (hCG) [22] or homologous recombinant gonadotropins [23,24] injections. Hormonal therapies could provide a solution for the reproductive dysfunctions, but improvement is still insufficient and further research is still needed. 

In Senegalese sole, the expression of only *kiss2* gene (*Sskiss2*) has been identified so far, although two *sskiss2* mRNA splice forms are detected: *Sskiss2_v1*, which produces a functional protein, and *Sskiss2_v2*, which encodes for a truncated, non-functional protein [25]. In this species, not only temporal and spatial, but also sex-specific differences in transcript levels were found. In males, *kiss2* and its receptor were more expressed in the brain towards the end of winter, just before the spawning season, coinciding with the highest levels of *fshb* and *lhb* subunit mRNAs in the pituitary, and of plasma levels of testosterone (T) and 11-ketotestosterone (11-KT) [26]. 

Over the last years, several studies have reported the key role of non-coding RNAs (ncRNAs) in the regulation of gene expression and translation in multicellular organisms [27]. MicroRNAs (miRNAs) are small single-stranded ncRNAs (21–25 nucleotides (nt), reviewed in [28]) playing crucial roles in response to environmental changes, specific treatment and/or disease [29,30] and are involved in different fundamental biological processes, including reproduction [31,32]. Many miRNAs have been found in the blood plasma of various organisms, including mammals and fish [20,33]. Moreover, the blood plasma miRNAs might be used as timely, sensitive biomarkers for several biological processes [34]. In fish, differentially expressed (DE) miRNAs related to sex were observed in serum in the tongue sole (*Cynoglossus semileavis*) [35]. In common carp (*Cyprinus carpio*), several circulating miRNAs were expressed after exposure to a potent herbicide [36]. Specifically, in case of the Senegalese sole, there is evidence that vitamin K supplementation improves sperm quality and an additional complex tissue crosstalk along the HPG axis might take place through some small non-coding RNAs (sncRNAs) in blood plasma [20]. Currently, to our knowledge, there is no information on how the treatment with kisspeptin may affect sole reproduction and which levels of the HPG axis it would affect, including the regulation of gene expression through sncRNAs. Hence, we performed an integrative analysis, including gonadotropins and sex steroids plasma concentrations, gonadal development, sperm quality, and circulating miRNAs in blood plasma, after a kisspeptin treatment.

## 2. Results

### 2.1. Kisspeptin Treatment Affects the Reproductive axis

During the experimental period, several alterations on the gonad development, gonadotropins and sex steroids plasma levels, as well as on the expression levels of blood plasma miRNAs were observed in both genders. At the beginning of the experiment (T0), both female groups (Ccontrol and kisspeptin treatments) showed a similar percentage of maturation stages with the presence of more females in stages III and IV (Figure 1). Nevertheless, the group treated with kisspeptin seemed to present higher percentage of females in stage IV than control group at 2 days post-treatment (2 d). However, at 4 days post-treatment (4 d) no females in stage IV were observed in both groups.

Regarding Fsh plasma levels, they were significantly increased from T0 (9.22 ± 1.62 ng/mL), reaching a peak at 4 h post-injection (4 h) (24.11 ± 2.53 ng/mL, *p* = 0.0435, Figure 2A) in females treated with kisspeptin. This variation was not observed in the control group, and significantly lower levels of Fsh in plasma was noted at 4 h post-injection (11.10 ± 2.18 ng/mL) in comparison with kisspeptin treated females (*p* = 0.002, Figure 2A). Afterwards, Fsh plasma levels decreased, still being significantly higher in kisspeptin-treated females (16.16 ± 5.37 ng/mL) than in control group (5.47 ± 1.25 ng/mL, *p* = 0.03) at 2 d, but not at 4 d (Figure 2A). Concerning Lh plasma levels, although values in the kisspeptin group tend to increase from T0 (37.10 ± 4.47 ng/mL: Figure 2B) to 2 h (60.33 ± 6.76 ng/mL), no statistical differences were found along the sampling points. Nevertheless, at 2 d post-treatment, values in the kisspeptin group were significantly higher than in control group females (36.03 ± 5.13 ng/mL: Figure 2B, *p* = 0.014). The levels of T in females exhibited the same profile of Lh, being only significantly higher in kisspeptin-treated females (1.12 ± 0.27 ng/mL) than in control females (0.55 ± 0.09 ng/mL) at 2 d (Figure 3A, *p* = 0.03). The levels of estradiol (E_2_) decreased in both female groups from T0 to 4 d (*p* = 0.0127) and no differences were found between experimental groups at any sampling time (Figure 3B).

Regarding the effect on males, total motile spermatozoa (TM) and curvilinear velocity (VCL) were evaluated to infer the sperm quality in both groups. TM significantly improved in both male groups (control and kisspeptin) from T0 to 2 d and 4 d (Figure 4A, *p* = 0.001). However, no differences were noticed between control and kisspeptin groups. In the case of VCL, a similar pattern was observed. The velocity significantly increased in both male groups from T0 to 2 d and 4 d (Figure 4B, *p* = 0.002), but no significant differences were observed between experimental groups. Regarding cell viability, no differences were also observed between groups (Table 1). As to Fsh plasma levels, these levels significantly increased from T0 (5.71 ± 1.18 ng/mL, Figure 5A) to 4 h (17.34 ± 2.20 ng/mL) but decreased afterwards in males treated with kisspeptin. Values were significantly higher in comparison with the control group at 2 (5.63 ± 1.17 ng/mL, *p* = 0.039) and 4 h (4.36 ± 0.86 ng/mL, *p* = 0.0003, Figure 5A). The Lh plasma levels tended to gradually increase from T0 in males treated with kisspeptin, but only being significantly different at 2 d post-injection (28.94 ± 3.53 ng/mL) compared with the control group (18.68 ± 1.43 ng/mL, *p* = 0.028, Figure 5B). The levels of T in plasma of males treated with kisspeptin significantly increased from T0 (0.98 ± 0.14 ng/mL) to 4 d (1.47 ± 0.17 ng/mL, Figure 6A). In contrast, these levels gradually decreased in control males, being significantly different from T0 (1.11 ± 0.10 ng/mL) to 2 d (*p* = 0.0320). Besides, higher levels were found when compared kisspeptin-treated males (0.72 ± 0.04 ng/mL, *p* = 0.0024, Figure 6A) with control group at 4 d post-injection. No differences were observed in the 11-KT plasma levels within the same group or between groups at any sampling point (Figure 6B). 

### 2.2. Circulating sncRNA Profiles in Plasma

The sequencing results revealed an enrichment of RNA fragments around 21–22 nt, indicating a high abundance of miRNA reads in the sequenced libraries (Supplementary Figure S1A). 

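Plasma miRNA counts were analysed for 30 Senegalese sole, 16 injected with KISS2-10 at 250 µg/kg and 14 injected with phosphate buffered saline. At 2 d after the injection, 6 kisspeptin and 4 control males and 5 kisspeptin and 5 control females were sampled, and at 4 d, 5 kisspeptin and 5 control males. In each treatment, one tank was sampled at 2 d and another at 4 d, so the effect of the treatment cannot be separated from that of the tank. The libraries were sequenced in 2 runs, and the sample labels do not give the run of each library. The authors removed the adapter and 4 random bases from each end of the reads and mapped the reads to the hairpins of all species in miRBase version 21. They then counted each distinct read sequence (isomiR) under a miRNA name, without normalization. The counts analysed here cover 2129 isomiRs with 2011 different sequences under 172 names, which run from miR-122-3p to miR-459. Names of the let-7 family, miR-100 and a name written as miR-1-3p are not analysed here, and miR-1 reads are those listed as miR-1a-3p, miR-1b and miR-1c.

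The total per library ranged from 25468 to 191846 counts, with a median of 60539, and equalled the microRNA reads of Table 3 in all 30 libraries. These counts cover only the names from miR-122-3p to miR-459, and the equal totals leave no reads of other names in Table 3. The authors' analysis held further names, among them the miRNA that the paper gives as the highest expressed. Neither these counts nor Table 3 therefore cover all names of that analysis, and the reason is not known. Levels in cpm and percentages of counts are relative to the reads of the names analysed here. The median total was 124752 in control females and 57941 in kisspeptin females at 2 d. In males at 2 d it was 40607.5 in controls and 57200 with kisspeptin, and at 4 d 93047 and 85875. The difference in mean log2 total between treatments was within the spread between fish in males at 2 d (difference 0.55, two-sided exact permutation test, p = 0.229), females at 2 d (difference −0.88, p = 0.143) or males at 4 d (difference 0.10, p = 0.825). A count of 0 allows up to 3 counts, which is 118 cpm in the smallest library and 15.6 cpm in the largest. This limit covers counting error only, since reads copied by PCR are not independent molecules. Sequences were 15 to 34 nt long, and those of 21 and 22 nt held 77.9% ± 4.31 (SD, n = 30) of the counts of a library, from 65.1% to 83.6%.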

The reads of the hairpin sequence were mapped to miRNAs from all species in miRbase and the miRNA with the highest expression across all miRbase-species was defined as the correct miRNA. 

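At least 1 count was found for each of the 172 names in at least 1 of the 30 libraries. Of these, 141 had at least 10 counts over all samples and 29 were counted in every sample. A median isomiR was found in 3 libraries, 49 of the 2129 isomiRs were found in all libraries and 734 in a single library. Several names can hold the same read sequence, which was the case for 112 sequences.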

Using this approach, 1467 uniquely expressed miRNAs were identified in Senegalese sole. 

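Among the 172 names analysed, which do not include the let-7 family, miR-21 had the highest normalized level, at a mean log2 cpm of 17.24 ± 1.25 (SD, n = 30). It held 19.7% of all counts. Next were miR-22a at 17.05 ± 0.43, miR-16b at 16.62 ± 0.46 and miR-451 at 16.60 ± 1.03. The other 6 of the 10 highest were miR-146a, miR-126a-3p, miR-144-5p, miR-15a, miR-3963 and miR-125a, with means from 15.42 down to 14.14. Levels were computed with TMM library sizes and a prior count of 1. The difference between miR-21 and miR-22a was smaller than the spread of miR-21 between fish. Together the 10 names held 74.5% of the counts. Ranked by the median in place of the mean, the same 10 names were found, and ranked by summed counts, 7 of them.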

Let-7e-5p was the highest expressed miRNA, along with other members of the let-7 family (Figure 7A). 

Other ncRNAs were identified by first mapping the reads to the genome of smooth tongue sole and zebrafish (*Danio rerio*) followed by annotation of the aligned reads to the RNACentral database of ncRNAs, using the zebrafish gff-file. The most abundant ncRNAs belonged to the classes of ribosomal RNAs (rRNAs), transfer RNAs (tRNAs), and long-noncoding RNAs (lncRNAs) (Supplementary Figure S1). 

The effect of kisspeptin on the miRNAome was investigated by comparing the expression levels between the two experimental (kisspeptin and control) groups for males and females. 

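The distances between the 20 libraries taken at 2 d were computed on the log2 cpm of the 123 miRNAs with at least 1 cpm in at least 4 samples. Treatment accounted for 7.72% of the variation between libraries (pseudo-F 1.51, permutation test with 100000 permutations within each sex, one-sided, p = 0.00502). With each fish left out in turn, p stayed between 0.00165 and 0.0151. The separation depended on the miRNAs included. With the 35 miRNAs at 1 cpm or more in all samples, treatment accounted for 5.55% of the variation (permutation p = 0.362), and with names summed by miRNA number for 6.35% (permutation p = 0.130). Without the miR-1 names, a comparison added after the data were seen, it accounted for 6.00% (permutation p = 0.148). Over all 30 samples, permuted within sex and day, the share was 4.42% (permutation p = 0.0461).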

A multidimensional scaling (MDS) plot revealed no clustering of the sequenced samples with respect to treatment, indicating that the absence of global changes in miRNA expression 2 d post-treatment in males and females (Figure 7B). Samples from males at 4 d post-treatment were not included in this analysis due to the no change among the experimental period. 

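In males at 4 d, none of the 107 miRNAs tested had an adjusted p under 0.05 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and 2 had an unadjusted p under 0.05, against a median of 4 over 100 random splits of these fish. The smallest p was that of miR-202-5p, with a log2 fold change of −2.98 (standard error 0.95, adjusted p = 0.499, from 0.193 to 0.961 over the alternatives and the fits that each left out one fish). In these males, miR-1a-3p had a mean log2 cpm of 11.35 ± 2.80 (SD, n = 5) with kisspeptin and 13.80 ± 2.19 (SD, n = 5) in controls (two-sided exact permutation test, p = 0.175). The edgeR log2 fold change was −2.01 (standard error 1.21, adjusted p = 0.942). It ran from −3.24 without the kisspeptin male A4-9 to −0.69 without the control male A3-6 over the fits that each left out one fish. The kisspeptin effect on miR-1a-3p differed between the days by −8.13 on the log2 scale, being lower at 4 d (permutation test within each day, two-sided, p = 0.00331). In the edgeR test of the same difference over 125 miRNAs, no adjusted p was under 0.05 and 12 unadjusted p values were. There the difference of miR-1a-3p was −7.16 (standard error 1.91, adjusted p = 0.141, from 0.00184 to 0.311 over the alternatives, the lowest with DESeq2). The fish of the 2 days came from different tanks.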

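In males at 2 d, miR-1a-3p had a mean log2 cpm of 15.79 ± 2.20 (SD, n = 6) with kisspeptin and 10.12 ± 2.42 (SD, n = 4) in controls. The difference of 5.67 was larger than the spread between fish (two-sided exact permutation test, p = 0.0143, where 6 fish against 4 allow no p under 0.00476), and 5 of 6 kisspeptin males were above every control. Adjusted by Benjamini-Hochberg over the comparisons in males at 2 d, females at 2 d and males at 4 d, this p was 0.0429. It was not adjusted over the 123 miRNAs. Because miR-1 was chosen since the paper reports it as changed in these same fish, the p is not independent support. The edgeR log2 fold change was 5.00 (standard error 1.81), with the second smallest p of 123 miRNAs and an adjusted p of 0.389 (quasi-likelihood test). The alternative that moved it most fitted the males of both days together with day as a covariate, with a log2 fold change of 0.70 (adjusted p = 0.946). That fit estimates a single effect over both days and not the effect at 2 d. The other alternatives that kept every fish gave from 4.99 to 5.81, with an adjusted p of at most 0.571 (edgeR). The alternative that passed the threshold was DESeq2, at 5.28 (adjusted p = 0.0167). Over all alternatives the adjusted p ran from 0.0167 to 0.946. In females at 2 d, miR-1a-3p had a mean log2 cpm of 13.35 ± 3.86 (SD, n = 5) with kisspeptin and 7.74 ± 3.60 (SD, n = 5) in controls. Here the difference of 5.61 did not pass the threshold (two-sided exact permutation test, p = 0.0556), with 3 of 5 kisspeptin females above every control. The edgeR log2 fold change in females was 4.67 (standard error 1.63, adjusted p = 0.416). Over the alternatives the adjusted p ran from 0.0536 with DESeq2 to 0.591. Without the control female A2-9 the log2 fold change was 7.02 (edgeR adjusted p = 0.133). The difference between the sexes in the effect on miR-1a-3p was 0.07 (permutation test within each sex, two-sided, p = 0.987).

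In the edgeR test, none of the 123 miRNAs had an adjusted p under 0.05 in either sex. Unadjusted p values under 0.05 were found for 10 miRNAs in males and 11 in females. The median over 100 random splits of the fish of either sex was 8. The smallest p in males belonged to miR-199a-5p, with a log2 fold change of −3.75 (standard error 1.30, adjusted p = 0.389, from 0.122 to 0.946 over the alternatives). The 0.946 is from the fit of males of both days together. In the edgeR test of whether the effect differed between the sexes, no adjusted p was under 0.05 and 7 unadjusted p values were. The smallest was that of miR-135c (adjusted p = 0.20, from 0.153 to 0.558 over the alternatives), which was not counted in any kisspeptin female or control male at 2 d. With limma-voom and DESeq2, miR-199a-5p passed the threshold for this difference (adjusted p = 0.0482 and 0.0367). Summed over its names, miR-1 was higher with kisspeptin by 4.26 in males at 2 d (two-sided exact permutation test, p = 0.0286) and by 3.77 in females at 2 d (p = 0.0476), both with a Benjamini-Hochberg adjusted p of 0.0714. The name miR-1c, which held 3.80% of the miR-1 counts, had a difference of −1.15 in males (exact permutation p = 0.652) and of 1.09 in females (p = 0.119).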

The differential expression analysis revealed one miRNA (miR-1-3p) that was up-regulated in males treated with kisspeptin compared to control males, and highly expressed but not significantly different in females (Figure 7C). Further, this difference was due to one sequence variant (isomiR) of miR-1-3p (Figure 7D,E). In total, 70 different isomiRs for miR-1-3p was detected, of which one isomiR was consistently up-regulated in both males and females (Figure 7D,E). 

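In the counts analysed here, 30 isomiRs are listed under miR-1a-3p. The most abundant is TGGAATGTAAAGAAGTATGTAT, the full-length form of 22 nt, with 83.8% of the miR-1a-3p counts. It was singled out after its counts were seen. It was counted in 10 of the 30 libraries and was at 0 in the other 20. In males at 2 d it was counted in 5 of 6 kisspeptin fish and 0 of 4 controls (Fisher's exact test, two-sided, p = 0.0476). Among females at 2 d it was counted in 3 of 5 kisspeptin fish and 0 of 5 controls (same exact test, p = 0.167). The mean with kisspeptin was 84740 ± 44133 cpm (SD, n = 6) in males and 42462 ± 45045 cpm (SD, n = 5) in females. Against the limit that a count of 0 allows, the mean with kisspeptin was at least 845-fold higher in males and at least 750-fold higher in females. The limit in females is set by the smallest control library, that of A2-10, and without this fish it is 1192.5-fold. With each fish left out in turn, a comparison added after the data were seen, the limit ran from 500.3-fold to 1192.5-fold in females and from 759-fold to 1109-fold in males. These limits take a 0 as a low level, which is uncertain. The full-length form was at 0 beside 2863 counts of the form without the last base in A4-9 and 1526 in A3-9. In A1-11-12 both forms were counted.

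In the edgeR quasi-likelihood test of 684 isomiRs, its adjusted p was 0.428 in males and 0.253 in females. The alternatives gave from 9.86e-21 to 0.999 in males and from 2.6e-31 to 0.520 in females, the lowest with DESeq2. The 0.999 is from the fit of males of both days together, which does not estimate the effect at 2 d. With edgeR, none of the 684 isomiRs had an adjusted p under 0.05 in males, and 71 had an unadjusted p under 0.05. The median over 100 random splits of these fish was 76. In males at 4 d, the full-length form was counted in 0 of 5 kisspeptin fish and 2 of 5 controls (Fisher's exact test, two-sided, p = 0.444). The paper's text does not give the sequence of the isomiR marked in Fig. 7D,E, and that it is the full-length form is an assumption. From the change of its isomiR in both sexes and the small changes of the others, the paper reasons that a single isomiR accounts for the response of miR-1-3p.

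**Figure D1:**
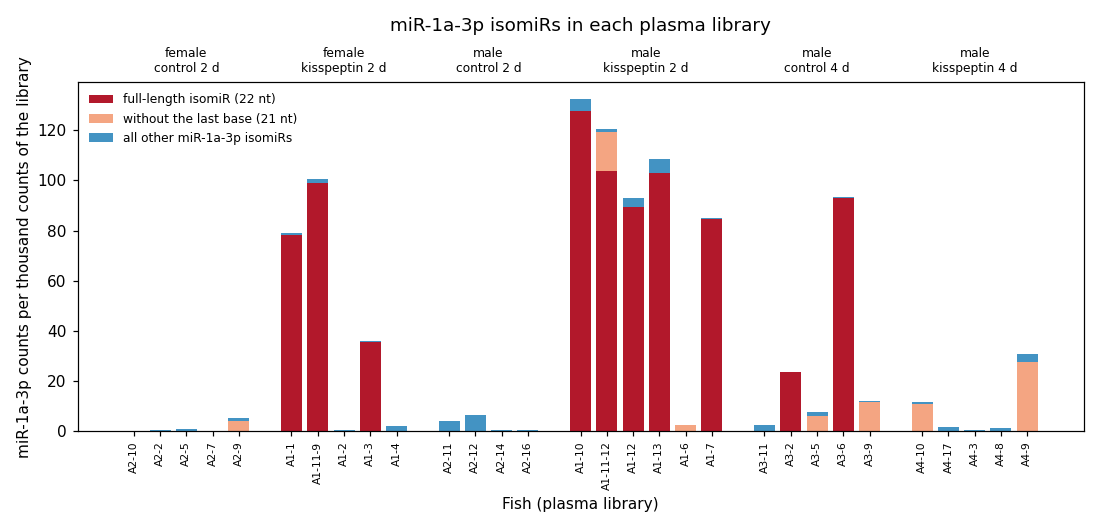
Counts of miR-1a-3p isomiRs per 1000 counts of each of the 30 plasma libraries, stacked by form and grouped by sex, treatment and day. The full-length form is present in 5 of 6 kisspeptin males and 3 of 5 kisspeptin females at 2 d and in 2 of 5 control males at 4 d.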

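The form without the last base, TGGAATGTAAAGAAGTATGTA, held 12.0% of the miR-1a-3p counts and was found in 7 libraries. Without the first base, GGAATGTAAAGAAGTATGTAT was found in 6 libraries and held 1.38%. Summed over all isomiRs apart from the full-length form, miR-1a-3p had a mean log2 cpm of 11.80 ± 1.65 (SD, n = 6) in kisspeptin males and 10.12 ± 2.42 (SD, n = 4) in control males at 2 d, a difference of 1.68 (two-sided exact permutation test, p = 0.224). For females at 2 d the same sum was 9.71 ± 1.16 (SD, n = 5) with kisspeptin and 7.74 ± 3.60 (SD, n = 5) in controls, a difference of 1.96 (exact permutation test, p = 0.310). Apart from the full-length form, 6 isomiRs passed the filter at 2 d. In males, 3 of them were higher and 3 lower with kisspeptin, none with an adjusted p under 0.05 in edgeR and 0 with an unadjusted p under 0.05. In females, 3 were higher, 2 lower and 1 at 0 in every fish, none with an adjusted p under 0.05 and 2 with an unadjusted p under 0.05.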

Most of the other isomiRs for miR-1-3p showed minor changes between the treatment groups, indicating that this particular isomiR is responsible for the changes of miR-1-3p upon kisspeptin treatment. 

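In females at 2 d, none of the 684 isomiRs tested had an adjusted p under 0.05 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and 117 had an unadjusted p under 0.05, against a median of 95.5 over 100 random splits of these fish. With DESeq2, 13 isomiRs had an adjusted p under 0.05, of which 6 were higher and 7 lower with kisspeptin. Without a filter on low counts, edgeR gave 26, of which 15 were higher and 11 lower. The common dispersion was 4.27, a coefficient of variation of 207% between fish of a group. In males at 2 d, at the fitted dispersions with a median of 5.76, edgeR recovered 95 of 171 simulated log2 changes of 8 and 0 of 182 of 4. No changes were simulated in females, so recovery in this comparison was not measured.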

In females, three DE isomiRs (let-7e, miR-199a, miR-100) were found between kisspeptin-injected and control Senegalese sole females (Table 2). 

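Of let-7e, miR-199a-3p and miR-100-5p, only miR-199a-3p is among the names analysed here. Summed over its 20 isomiRs, it had a mean log2 cpm of 11.19 ± 0.42 (SD, n = 5) in kisspeptin females and 8.29 ± 1.88 (SD, n = 5) in control females at 2 d. All 5 kisspeptin females were above every control (difference 2.90, two-sided exact permutation test, p = 0.00794, the smallest p that 5 fish against 5 allow). Adjusted over 3 comparisons by Benjamini-Hochberg, this p was 0.0238. Because the paper reports an isomiR of this miRNA as changed in these same females, the p is not independent support. In the edgeR test the log2 fold change was 1.99 (standard error 1.16, adjusted p = 0.581, from 0.417 to 0.753 over the alternatives and the fits that each left out one fish). In males the difference was 2.18 at 2 d (p = 0.257) and 2.35 at 4 d (p = 0.302) in the same permutation test. Its isomiR AGTAGTCTGCACATTGGTT, given in Table 2, was counted in 1 of 5 control females (17 counts) and 0 of 5 kisspeptin females at 2 d. It was also counted in 2 of 4 control males at 2 d (13 and 54 counts) and was at 0 in all the other libraries. This isomiR was below the filter and was not tested there. Without the filter, it was lower with kisspeptin in females, with an adjusted p of 0.289 (edgeR).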

While let-7e and miR-199a were up-regulated (6.3- and 8.0-fold change, respectively) in females treated with kisspeptin, miR-100 was down-regulated (−9.3-fold change).

### 2.3. Bioinformatic Prediction of mRNAs Targets by Differentially Expressed (DE) miRNAs

In order to get insights on the particular molecular pathways altered by kisspeptin, potential mRNAs targets of DE miRNAs were identified *in silico*. Only 4 mRNAs were predicted to be targeted by miR-1-3p, namely *DNA methyltransferase 3ab* (*dnmt3ab*), s*erine palmitoyl transferase, long chain base subunit 1* (*sptlc1*), *PQ loop repeat containing 3* (*pqlc3*), and *tropomyosin alpha-4 chain a* (*tpm4a*). In contrast, 218 and 80 mRNA transcripts (Figure 8A, Supplementary Table S1) were predicted to be targeted by up- and down-regulated miRNAs in kisspeptin-injected females, respectively. A gene ontology (GO) analysis of the corresponding 240 well annotated mRNAs, showed that binding (34.7%), catalytic activity (27.4%), molecular function regulator (11.6%), and transporter activity (9.5%) were the most abundant molecular functions among the 7 represented (Figure 8B). Among the 10 biological processes where the identified targets were included, cellular process (30.1%), biological regulation (19.5%), metabolic process (18.0%) and localization (11.3%) were the most represented (Figure 8C). mRNAs targets were clustered in 13 distinct protein classes, being nucleic acid binding (16.7%), enzyme modulator (14.8%), transcription factor (14.8%), transporter (11.1%), and cell junction protein (11.1%) the most abundantly represented (Figure 8C). Interestingly, the gonadotropin releasing hormone receptor pathway was found among the 36 pathways represented (Supplementary Table S2), including *MAP kinase kinase 4 b* (*map2k4b*) and *tyrosine-protein kinase receptor* (*insra*) genes. Furthermore, cell junction protein (9.51-fold enrichment, Figure 8E) class, and plasma membrane and cell periphery (2.35- and 2.31-fold enrichment, respectively, Figure 8F) GO-Slim cellular components were significantly overrepresented in females treated with kisspeptin. Among cell junction proteins, *tight junction protein ZO-3* (*tjp3*), *ocludin a* (*oclna*), and *gap junction protein* (*cx28.9*) were identified. Sortings, such as *sorting nexin-1* (*snx1a*) and *family member 27 a* (*snx27a*), *trafficking protein kinesin binding 1* (*trak1a9*), *Dopey family member 2* (*dopey2*), *erlin-1* (*erlin1*), transporters *slc6a22.1* and *slc17a7a*, *tyrosine-protein kinase receptor* (*insra*), *phosphatidylinositol-4,5-bisphosphate 3-kinase, catalytic subunit beta* (*pik3cb*), and *myosin XVI* (*myo16*) were amongst the overrepresented cellular components.

## 3. Discussion

In the present study, we demonstrated that a single dose treatment with kisspeptin affected the HPG axis at different levels, indicating the promising potential of this treatment to solve Senegalese sole reproductive dysfunctions. In addition, this is the first study reporting an effect of hormonal treatment on the levels of circulating miRNAs in fish, widening the previously reported identification of miRNAs as potential biomarkers in fish physiology, particularly for nutritional and reproductive status [20], and providing new clues on the mechanisms by which kisspeptin might impact the HPG axis in teleosts.

The KISS2-10 treatment administrated to Senegalese sole females induced a positive response on gonadotropin levels. Fsh elevation was sufficient to elicit a response from T at 2 d, but not to induce E2 production. The increase in Lh levels seemed to induce oocyte maturation as well, since it was accompanied by an increase in the number of females in stage IV of gonadal maturation. In males, the single kisspeptin dose elicited a similar response. In this case, Fsh was significantly elevated at 2 and 4 h after administration and Lh was higher at 2 d post-treatment. The Fsh elevation influenced T, but this time a bit later, 4 days after treatment. The levels of 11-KT, though, were not altered by the treatment. Sperm motility parameters (TM and VCL) increased at 2 and 4 days after the treatment with kisspeptin, with a minor rise also observed in the control group, suggesting that the surge induced by the treatment could have an adjuvant like natural oscillations in water temperature or sperm renovation after first collection, inducing the production of fresh and high-quality sperm. This is likely related to the type of spermatogenesis in this species, semi-cystic and asynchronous, which happens gradually in successive batches [37]. Probably, multiple injections, higher doses and/or additional signals might be needed to fully trigger the reproductive axis, increasing sperm production and its quality. Consequently, also the reproductive courtship display in this species could be improved.

Actually, in two species of the genus *Morone*, multiple injections of kisspeptins increased spermatozoa production in juveniles and elicited gonadal development in sexually mature fish [38]. Although this hormonal therapy is far more advanced in humans [1,4], previous studies in fish have also reported positive effects on the HPG axis. In European seabass (*Dicentrarchus labrax*) a single intramuscular injection of KISS2-10 decapeptide increased the production of gonadotropins, both in pre-pubertal and pubertal fish [9]. In line with these results, KISS1–10 or KISS2–10 treatment with slow release implants produced an upregulation of pituitary expression of *fshβ* and *lhβ* and stimulated gonadal development in yellowtail kingfish (*Seriola lalandi*) pre-pubertal males [39], both within and outside the breeding season. Other positive example of exogenous kisspeptin administration was seen in the chub mackerel (*Scomber japonicus*) after treatment with KISS1 through subcutaneous injections [40]. In this case, gonadosomatic index (GSI), spermatozoa concentration and plasma sex steroids levels significantly increased in treated fish. Although the effects of kisspeptin treatment depend on the gonad stage and the mode of administration [7,9,41,42], altogether the reported results highlight its potential use to induce maturation in fish species with reproductive problems, representing a valuable tool to optimize hormonal induction and breeding protocols. 

In vertebrates, kisspeptin seems to act upstream of HPG axis (reviewed in Beato*,* et al. [43], inducing the release of GnRH at the hypothalamus and stimulating the synthesis and secretion of Lh and Fsh in the anterior pituitary. Lh and Fsh released to the circulatory system reach the gonads and regulate steroidogenesis in the Leydig and theca cells and support gametogenesis in Sertoli and granulosa cells, respectively. In vertebrates, there is a complex and tight regulation of the HPG axis, with several negative feedback regulations from gonads, as well as a tight control of the KISS signaling through neurotransmitters and neuropeptides (reviewed in Beato*,* et al. [43]). Although kisspeptin was found to be essential for mammalian reproduction as a stimulator of hypothalamic GnRH and a regulator of puberty onset [44], it seems that in fish, kisspeptin actions appear not to be mediated by GnRH neurons as in mammals (reviewed in Somoza*,* et al. [8]). Despite of all these positive results of kisspeptin injection on fish HPG axis and gonadal maturation, the underlying mechanism remain to be elucidated. Moreover, since fish with *kiss* and/or *kissr* mutated genes are able to reproduce relatively normally [45,46,47], kisspeptin might act as an enhancer of gonadotropin synthesis and release during fish reproduction through a mechanism that remains to be discovered. Furthermore, although the lack of kisspeptin receptors in GnRH neurons in some teleost species suggests there is no direct neuronal action [47], KISS1 increased spike frequency and depolarized membrane potential of hypophysiotropic GnRH3 neurons, while KISS2 suppressed it, in the brain of adult zebrafish [48].

In the present study, the circulating miRNAs let-7e and miR-199a-3p were up-regulated in Senegalese sole females treated with kisspeptin in comparison with control females, while miR-100-5p was down-regulated. The let-7 family was found to be highly expressed in the gonads of olive flounder (*Paralichthys olivaceus*) [49], pompano (*Trachinotus ovatus*) [50], and roundworm (*Caenorhabditis elegans*) [51], suggesting a functional conservation of its crucial role in reproductive physiology [52]. Let-7e from blood plasma was also found to be up-regulated in Senegalese sole breeders with improved sperm quality [20]. miR-199a-3p has also been correlated with reproduction. While miR-199a, was down-regulated in mature testis of rainbow trout (*Oncorhynchus mykiss*), miR-199a-5p was particularly up-regulated in the brain of mature fish [53]. In contrast to previous reports, where miR-100-5p was more abundant during later stages of gonadal development in ovaries and testis of zebrafish [54], and shown to have putative functions of promoting cell differentiation [55]; we found that it was down-regulated in the plasma of kisspeptin-treated females. Nevertheless, previous studies also link the expression of this miRNA with reproduction in oriental river prawn (*Macrobrachium nipponense*) [56] and the pompano [50]. Indeed, this miRNA was also observed to be involved in oocyte maturation [57], and its over-expression has been associated with the inhibition of T release in mammals [58]. These last results were in concordance with the present study where the application of kisspeptin treatment increased the T plasma levels at 2 d post-injection in females and down-regulated the circulating miR-100. 

Only one circulating mature miRNA (miR-1-3p) was found DE in Senegalese sole males, being more highly expressed in males treated with kisspeptin hormone in comparison with control males. miR-1 has been found to be expressed in both skeletal and cardiac muscle lineages, where its main biological roles are cardiogenesis, myogenesis and skeletal muscle hypertrophy. Humans with cardiac injury have higher circulating levels of this miRNA after acute myocardial infarction [59]. In fish, this miRNA has been reported to show highly conserved tissue-specific expression patterns [60,61] and potentially playing an important role in regulation of muscle gene expression in fish species [60]. 

Only 4 mRNAs potentially targeted by miR-1-3p were identified (*dnmt3ab*, *sptlc1*, *pqlc3*, and *tpm4a*). DNA methylation is crucial for normal development and cellular differentiation in many large-genome eukaryotes [62]. In mammals, both Dnmt3a and Dnmt3b are primarily responsible for the *de novo* DNA methylation. Dnmt3 morpholino-injected zebrafish embryos exhibited small brains, defective pharyngeal arch formation, and abnormal retinal neural epithelial differentiation [63]. Interestingly, although *dnmt3b* transcript levels were higher in metamorphosed Senegalese sole specimens reared at 15 °C than at either 18 or 21 °C, *dnmt3a* paralogue had a uniform expression profile across temperatures [64]. Nevertheless, the impact of thermal regime (comparing 16 °C and 20 °C) on the expression of *dnmt3aa* and *dnmt3ab* was reported in Senegalese sole lecithotrophic larval stages, suggesting they might be involved in thermal programming [65]. *Sptlc1* gene mutations cause a neuropathy known as hereditary sensory neuropathy type I [66], which might be related with its reported role in the sphingolipid metabolism pathway [67]. Sphingolipid metabolism was also previously associated with the Senegalese sole sperm quality improvement through dietary vitamin K supplementation by the analysis of DE sncRNAs in circulation [20]. While nothing is known about the potential role of Pqlc3, Tpm4 has been reported to be involved in the fine tuning of the cellular contraction, and an association with the development of cardiac hypertrophy was suggested [68], in line with the cardiac injury observed in humans with higher circulating levels of miR-1 after acute myocardial infarction [59].

Among the potentially targeted mRNAs by DE miRNAs in females, cell junction protein class, and plasma membrane and cell periphery GO-Slim cellular components were significantly overrepresented. Genes coding for gap junction proteins (or connexins) such as *connexin 32.3* (*cx32.3*) and *connexin 28.9* (*cx28.9*), and tight junction proteins such as *tight junction protein ZO-3* (*tjp3*) and *occludin a* (*oclna*) were found. Connexins form channels between the cells and facilitate the cellular cross talk, connecting the cytoplasm of adjacent cells together allowing ions, small molecules (<1 kDa) and secondary metabolites to be diffused [69]. In mammals, several connexins are known to play an essential role in female reproductive health [70,71]. Although little is known regarding the potential role of connexins in fish reproduction, their role on controlling meiotic arrest of oocytes have been evidenced [72]. In addition to connexins, tight junctions (TJ) are also protein structures that control paracellular permeability to various molecules, including water, ions, and macromolecules, across cell layers; and play a key role in ovarian follicle development (reviewed in Zhang*,* et al. [73]), among other biological processes. Indeed, abundance of *ocln*, *claudins* (*cldns*), and *tjp1* mRNAs changed during follicular growth and are hormonally regulated. Recent reports further suggest that hormonal down-regulation of TJ proteins during ovarian follicular development could reduce barrier function (i.e., allowing the paracellular passage of water and molecules) and allow the increase of follicular fluid volume as well as serum factors going into the follicle [73]. Nevertheless, since the expression domains of genes encoding TJ proteins are highly diverse, including different normal but also neoplastic tissues [74], it is difficult to address whether this bioinformatically prediction is specifically linked to TJ proteins from the female gonadal (granulosa and theca) cells. Besides genes encoding TJ proteins, *slc6a22* solute carrier was also found to be predicted as targets of DE ncRNAs. Slc6 transporters include the serotonin, dopamine, norepinephrine, taurine, creatine, as well as amino acid transporters [75]. While serotonin can control oocyte maturation [76], dopamine is a catecholamine implicated in many functions, mediating sexual motivation in mice [77] and gonadotropin inhibition in fish [78]. Furthermore, it has been recently hypothesized that dopamine might be also involved in the reproductive dysfunction of Senegalese sole [79]. 

In addition to all these proteins regulating cell to cell communication, several genes (including *snx1* and *snx27* as well as *dopey2* and *track1*) encoding intracellular trafficking proteins were also predicted to be targeted by DE miRNAs. Sorting nexins (SNXs) is a growing family of proteins involved in vesicular trafficking between cellular compartments [80]. Furthermore, while Dopey2 has been shown to be involved on normal neural development and functioning [81], Trak1 is involved in the regulation of endosome-to-lysosome trafficking, essential for mitochondria motility [82]. In neurons, the efficient and regulated transport of mitochondria along axons to synapses is crucial for maintaining function. Indeed, gene silencing by targeted shRNAi and dominant negative approaches resulted in impairing mitochondrial mobility in axonal processes [83]. 

Altogether, the *in silico* prediction of mRNAs targeted by DE miRNAs suggests that the kisspeptin treatment of Senegalese sole females might affect paracellular transporters, regulate structural and functional polarity of cells, neural networks and intracellular trafficking. In males, kisspeptin therapy might induce an altered profile of DNA methylation and sphingolipid metabolism. Therefore, the analysis of miRNAs from blood plasma revealed kisspeptin may affect the HPG axis in fish through previously unexpected molecular pathways.

## 4. Materials and Methods 

Experimental procedures were conducted in accordance with the guidelines of the European Directive (2010/63/EU) and Portuguese legislation for the use of laboratory animals, and also considered the ARRIVE guidelines. CCMAR facilities and their staff are certified to house and conduct experiments with live animals (Group-C licenses by Direção Geral de Alimentação e Veterinária—DGAV). The authorization for experimental procedures with germ cells were previously approved by DGAV (ref.0421/000/000/2013). 

### 4.1. Animals and Housing

All experiments took place at the CCMAR Research Station “Ramalhete” (Faro, Portugal), using an established Senegalese sole G1 broodstock, previously sexed according to Cabrita*,* et al. [16] and acclimated to captivity conditions for 2–3 years. Fish were kept indoors in four circular 3 m^3^ tanks, with 1500 L of seawater. Tanks were supplied with flow-through gravel-filtered seawater at a constant flow (±4 L/min). A total of 62 adult *Solea senegalensis* (15–16 individuals per tank) were used, with an average weight of 1311.94 ± 434.03 g, individually identified with a PIT-tag system (ID100 Implantable Transponder, Trovan, Dorset, Aalten, The Netherlands) and maintained at a sex ratio of 1:1. Physical and chemical parameters such as dissolved oxygen saturation (89.7 ± 2.8%), temperature (17.7 ± 2.3 °C) and salinity (34.7 ± 0.7‰) were measured on a daily basis (April–May) to monitor water quality conditions. Natural photoperiod was simulated with a clock system according to environmental conditions (sunrise and sunset respectively set for 6:38 and 20:19 h during samplings) in the area (37°00′23′′ N; 7°58′03′′ W, Faro, Portugal), while temperature naturally oscillated during the two months of experimentation. Individuals were fed 6 out of 7 days of the week during the morning, on commercial artificial pellets (BroodFeed, SPAROS Lda., Olhão, Portugal) at a daily ration of 2% (*w*/*w*) biomass. 

### 4.2. Experimental Design 

To determine the effectiveness of an *in vivo* treatment with kisspeptin as a stimulator of the reproductive axis in Senegalese sole, the present trial was performed in spring (April–May) coinciding with Senegalese sole main reproductive season. According to the previously deduced amino acid sequence of the core kisspeptin-10 region in Senegalese sole proteins, Ss_KISS2_v1 (NH2-FNFNPFGLRF-CONH2, GeneBank HM116743) [25] amidated decapeptide was synthesized by CPC Scientific Inc. (San José, California, USA), with a purity of 95%. Before the administration of the kisspeptin treatment, a first sampling (T0) was performed in all tanks to determine the basal values of the sex hormones studied. In this first sampling, fish were primarily anaesthetized in seawater containing 300 ppm of 2-phenoxyethanol (77699 Fluka, Sigma-Aldrich, St. Louis, MI, USA). When unresponsive to touch, approximately 1 mL of blood was extracted by caudal puncture using heparinized syringes. Plasma was later separated by centrifugation (3000× *g*, 15 min, 4 °C) and frozen at −80 °C until further analysis. In females, the gonadal development stage was scored according to external abdominal swelling, as described previously [84]. In males, a sperm sample was collected as described by Cabrita*,* et al. [16]. In brief, the urogenital pore was dried and sperm was collected with a syringe or with a 20 μL micropipette by gently pressing the testes on the fish blind side. Samples were stored on ice in a styrofoam support until further analysis. Samples contaminated with urine were discarded.

Treatment with kisspeptin was performed 3 days after first sampling. The fish maintained in two of the four tanks (*n* = 31) were intramuscularly injected with KISS2 decapeptide at a dose of 250 µg/kg body weight, based on previous reports of positive results of KISS2-10 eliciting gonadotropin release [9] and gonadal development [38] in fish. The remaining sole were injected with phosphate buffered saline (PBS) to test the placebo effect (control group). The same day, blood samples were collected at 2 and 4 h after treatment to determine the acute effect on hormonal levels. Further samplings were performed at 2 and 4 days after the treatment to collect both blood and sperm samples and to determine the females’ gonadal maturation stages. At this stage, plasma was also collected for detection of circulating microRNAs as previously described in [20]. No visible sign of hemolysis was noted in collected plasma samples. A total of 200 μL of plasma was sampled to perform hormones quantification and stored at −20 °C until further analysis. The remaining plasma was re-centrifuged at 3000× *g* for 5 min (to avoid cell debris contamination) and 500 μL of supernatant plasma was collected, snap-frozen in liquid nitrogen, and stored at −80 °C until RNA isolation and analysis.

To avoid excessive manipulation of fish in a short period of time, one tank from each treatment (*n* = 15/16 fish) were used for samplings at 2 h and 2 d after treatment, while the other tanks were used at 4 h and 4 d.

### 4.3. Sperm Quality Analysis

Sperm quality analysis was performed according to protocols previously optimized in our laboratory for motility and viability [19]. Total motility was determined in all samples using computer assisted sperm analysis (CASA) and ISAS software (ISAS, Proiser R+D, S.L., Valencia, Spain). Motility analysis was performed activating 1 μL of sperm with 10 μL of seawater (21 °C and 35 ppt salinity) in a Makler chamber using a phase-contrast microscope (Nikon 200, Tokyo, Japan) with a 10× negative contrast objective and a digital camera (Basler A312f C-mount, Ahrensburg, Germany) set for 50 fps. The settings for CASA software were previously adapted for this species. CASA parameters registered were percentage of motile cells (TM; %) and velocity according to the actual path (VCL; μm/s). Motility parameters were assessed at 15, 30, 45, and 60 s post-activation.

To assess sperm viability, 2 µL of sperm were diluted in 500 µL of 1% NaCl in flow cytometer tubes and propidium iodide (PI-Sigma, City, Spain) was added at 1 μg/mL final concentration to detect dead cells. Immediately after, samples were acquired in a flow cytometer (FACSCalibur, BD Biosciences, CA, USA) adjusted for blue excitation (488 nm) line for the detection of PI (670/30). Flow cytometer settings and gates were previously adjusted using a positive (100% dead cells) and a negative control. Data analysis was performed applying Weasel 3.1 free software. A total of 75,000 events were counted for each sample. The percentage of viable cells was recorded. At least 6 samples from individual males were analyzed at each sampling point.

### 4.4. Analysis of Hormones in Blood Plasma

The levels of gonadotropins (Fsh and Lh) and sex steroids (E_2_ and T in females; 11-KT and T in males) in plasma samples were determined by enzyme-linked immunosorbent assay (ELISA), according to previously optimized protocols for this species [15,16,20]. 

Plasma levels of endogenous gonadotropins were determined in duplicates by competitive ELISAs, following previously described protocol using recombinant Senegalese sole Fsh and Lh (rFsh and rLh, respectively) and specific antibodies against sole Fshβ and Lhβ subunits [15,85]. Circulating levels of 11-KT, T, and E_2_ were assessed by the respective ELISA kits from Cayman Chemicals (Ann Arbor, Michigan, United Stated), according to the manufacturer’s protocol from duplicate plasma samples and as described elsewhere [20]. For each hormone measured a total of 6–9 samples were analyzed per treatment, sex, and time point.

### 4.5. microRNAs Analysis

#### 4.5.1. Isolation, Libraries Preparation, and Sequencing

Small RNA sequencing (sRNA-Seq) was performed on RNA isolated from blood plasma from Senegalese sole treated (*n* = 16) and non-treated with kisspeptin (*n* = 15) (see details in Table 3). SncRNAs were isolated from blood plasma samples using miRNeasy Serum/Plasma Kit (Qiagen, Germany) following the manufacturer’s instructions, and assessment of RNA quality and quantity was performed on a 2200 TapeStation Nucleic Acid system using High Sensitivity RNA ScreenTapes (Agilent, Santa Clara, CA, USA). Libraries were prepared from 30 samples (Table 3) using NEXTflex Small RNA-Seq kit v3 (Bio Scientific, Phoenix, USA) for Illumina platforms following the manufacturer’s protocol. Library size, purity, and concentration were evaluated on a High Sensitivity D1000 ScreenTape (Agilent, USA). Normalized libraries were pooled at equimolar concentrations and multiplexed sequencing was done in two independent runs on a NextSeq500 sequencer using a NextSeq High Output kit v2 (75 cycles; Illumina, San Diego, CA, USA). All sequencing data were submitted to the NCBI SRA database under the accession number GSE153469. 

#### 4.5.2. Data Processing and Annotations

Sequencing data were first trimmed with Cutadapt version 2.8 [86] using the parameters -a TGGAATTCTCGGGTGCCAAGG to remove the adapters and -u 4 and -u -4 for removal of random bases from the beginning or end of each read, respectively. The trimmed reads were mapped to the hairpin sequences of miRbase (version 21, http://www.mirbase.org/) using bowtie2 with parameter -k10 (PMID: 22388286 [87]). The mapped reads were further annotated using the gff files for mature miRNAs in miRbase to identify mature miRNAs from multiple species (ftp://ftp.ebi.ac.uk/pub/databases/RNAcentral/current_release/genome_coordinates/gff3/). In those cases where the same miRNA-ID was identified in multiple species, the miRNA was chosen from the species with highest expression of that miRNA as the correct miRNA. This left us with an expression matrix of uniquely expressed miRNAs. Other ncRNAs than miRNAs were identified using the RNACentral database (https://rnacentral.org/). First the reads were mapped to the tongue sole and zebrafish genome and then the zebrafish gff in RNACentral was used to identify ncRNAs. DE RNAs were identified using Limma-voom in R (https://genomebiology.biomedcentral.com/articles/10.1186/gb-2014-15-2-r29). The analysis required the miRNA to be expressed with at least 1 count per million (cpm) in all samples. The Trimmed Mean of M-values (TMM) normalization was used when calculating the normalization-factors. *p*-values were adjusted using Benjamin–Hochberg correction and significance was set at 0.05.

#### 4.5.3. mRNA Target Prediction

To predict mRNAs targeted by DE miRNAs in Senegalese sole males and females when treated or not with kisspeptin, an assembled transcriptome of *S. senegalensis* (http://www.juntadeandalucia.es/agriculturaypesca/ifapa/soleadbifapa/) was used. To explore potential mRNAs targets, the corresponding 5′ and 3′ UTR regions and the coding sequence (CDS), were considered. Potential mRNA binding sites for miRNAs were identified using RNAhybrid [88]. An energy threshold of ≤−26 kcal mol^−1^ and a strict seed matching (no G:U allowed) in 2–8 nt from the miRNA 5′ end were applied. Seeding regions (2–8 nt) lengths were considered based on previous studies on miRNAs [89,90]. Gene ontology (GO), overrepresentation (Fisher’s exact test with Bonferroni correction for multiple testing; *p* < 0.05), and pathway analysis of predicted mRNAs were done using the Panther (http://www.pantherdb.org/) and Kyoto Encyclopedia of Genes and Genomes (KEGG; http://www.genome.jp/kegg/) platforms.

### 4.6. Statistical Analysis

Statistical analysis and data plotting were performed using Microsoft Excel and SPSS. Hormone levels were expressed as means ± standard error of the means (SEM). All these data sets were tested for normal distribution using the Shapiro-Wilk test [91]. The concentration of each hormone along the different sampling points within each group were then tested for significant differences using a one-way ANOVA, followed by a Dunnett’ test performing a pair-match multiple comparison procedure comparing the time points 2 d and 4 d with T0 as a control point. A Student’s *t-*test was also applied for comparisons between groups (kisspeptin treated and control) within each sampling point. To compare sperm motility parameters among groups, a general linear model with Bonferroni correction was used. In all cases statistical significance was set at *p* < 0.05.

## 5. Conclusions

In the present study, kisspeptin treatment stimulated gonadotropin synthesis and secretion, as well as the testosterone plasma levels, in both Senegalese sole genders. However, further optimization of the protocol is required to solve Senegalese sole G1 male dysfunction and fully trigger the courtship behavior observed in wild breeders. Kisspeptin treatment also induced an alteration of several miRNAs in plasma. While in kisspeptin treated females let-7e and miR-199a-3p were up-regulated and miR-100-5p down-regulated, in males the expression of miR-1-3p was up-regulated. Bioinformatic prediction of mRNAs targeted by these sncRNAs opened new research avenues to understand how kisspeptin might impact HPG axis in fish species, and hypothetically overcome G1 males reproductive dysfunction. The kisspeptin treatment appears to be a very promising therapy to induce Senegalese sole reproduction but more research is still needed, namely testing repeated treatments or slow-release implants.

## Figures and Tables

**Figure 1:**
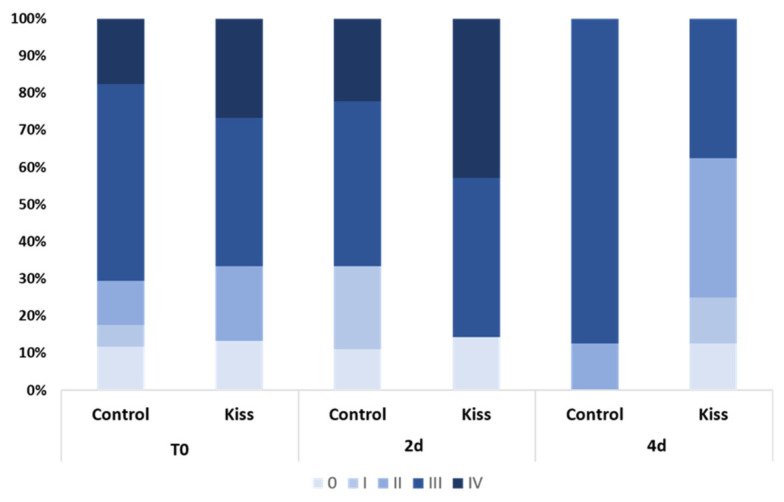
Percentage of gonad maturation stages (0 to IV) in Senegalese sole females treated with kisspeptin hormone (*n* = 15) and untreated controls (*n* = 17) before (T0) and after (2 d: 2-days, 4 d: 4-days) kisspeptin injection.

**Figure 2:**
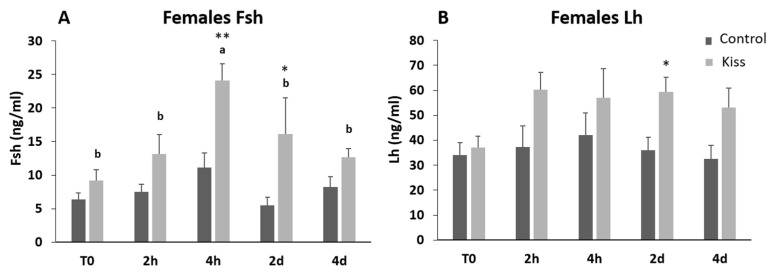
Gonadotropin plasma levels in ng/mL (mean ± standard error of the means, SEM) from Senegalese sole females treated with kisspeptin hormone (*n* = 15) and controls (*n* = 17). (**A**) Fsh and (**B**) Lh levels before (T0) and after (2 h: 2-h; 4 h: 4-h; 2 d: 2-days; 4 d: 4-days) the kisspeptin injection. The asterisk denotes significant differences between experimental groups at each sampling point (Student’s *t*-test; * *p* < 0.05; ** *p* < 0.002); different letters indicate significant differences among sampling points within each experimental group (one-way ANOVA, Dunnett’s test, *p* < 0.05, T0 considered as control point).

**Figure 3:**
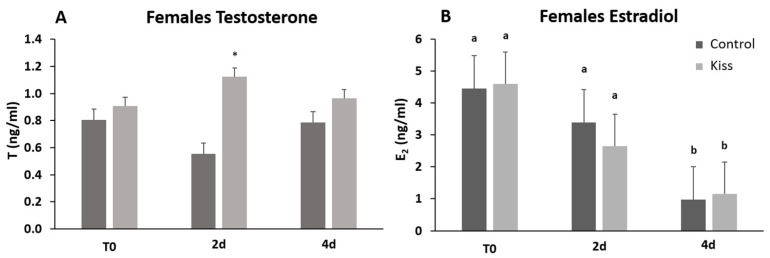
Sexual steroids plasma levels in ng/mL (mean ± SEM) from Senegalese sole females treated with kisspeptin hormone (*n* = 15) and control (*n* = 17). (**A**) Testosterone and (**B**) Estradiol levels before (T0) and after (2 h: 2-h; 4 h: 4-h; 2 d: 2-days; 4 d: 4-days) the kisspeptin injection. The asterisk denotes significant differences between experimental groups at each sampling point (Student’s *t*-test, *p* < 0.05); different letters indicate significant differences among sampling points within each experimental group (one-way ANOVA, Dunnett’s test, *p* < 0.05, T0 considered as control point).

**Figure 4:**
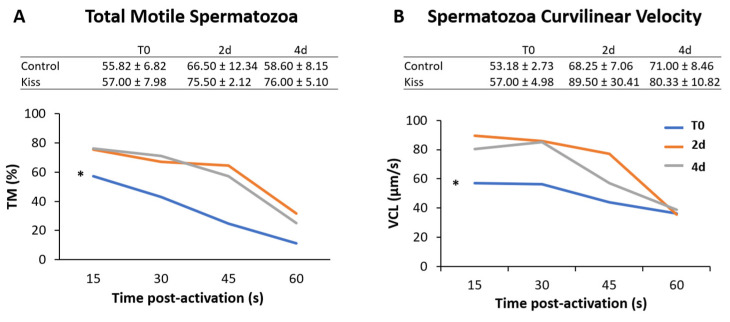
Sperm motility of Senegalese sole males treated with kisspeptin hormone (*n* = 17) and control (untreated) (*n* = 13). (Graphic) (**A**) Percentage of motile cells, total motile spermatozoa (TM) and (**B**) Curvilinear velocity, VCL in µm s-1 for 15, 30, 45 and 60 s post-activation, from treated males before (T0) and after (2 d: 2-days; 4 d: 4-days) the kisspeptin injection. (Table) (**A**) TM and (**B**) curvilinear velocity (VCL) for 15 s post-activation (mean ± SEM) from treated and control males at the same sampling points. The asterisk (*) denotes significant differences between sampling points (GLM, *p* < 0.05).

**Figure 5:**
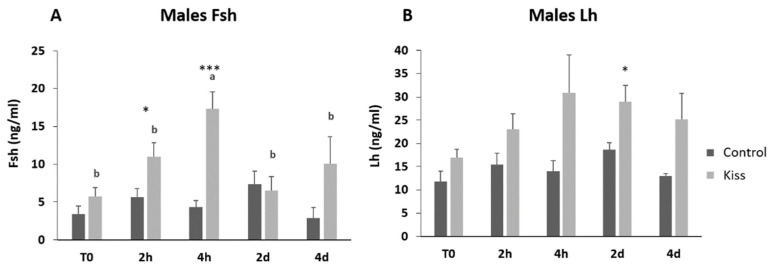
Gonadotropins plasma levels in ng/mL (mean ± SEM) from Senegalese sole males treated with kisspeptin hormone (*n* = 17) and control (*n* = 13). (**A**) Fsh and (**B**) Lh levels before (T0) and after (2 h: 2-h; 4 h: 4-h; 2 d: 2-days; 4 d: 4-days) the kisspeptin injection. The asterisk denotes significant differences between experimental groups at each sampling point (Student’s *t*-test; * *p* < 0.05; *** *p* < 0.001); different letters indicate significant differences among sampling points within each experimental group (one-way ANOVA, Dunnett’s test, *p* < 0.05, T0 considered as control point).

**Figure 6:**
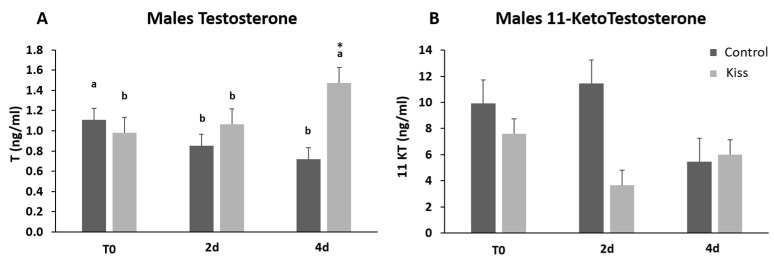
Sexual steroids plasma levels in ng/mL (mean ± SEM) from Senegalese sole males treated with kisspeptin hormone (*n* = 17) and control (*n* = 13). (**A**) Testosterone and (**B**) 11-Ketotestosterone levels before (T0) and after (2 h: 2-h; 4 h: 4-h; 2 d: 2-days; 4 d: 4-days) the kisspeptin injection. The asterisk (*) denotes significant differences between experimental groups at each sampling point (Student’s *t*-test, *p* < 0.05); different letters indicate significant differences among sampling points within each experimental group (one-way ANOVA, Dunnett’s test, *p* < 0.05, T0 considered as control point).

**Figure 7:**
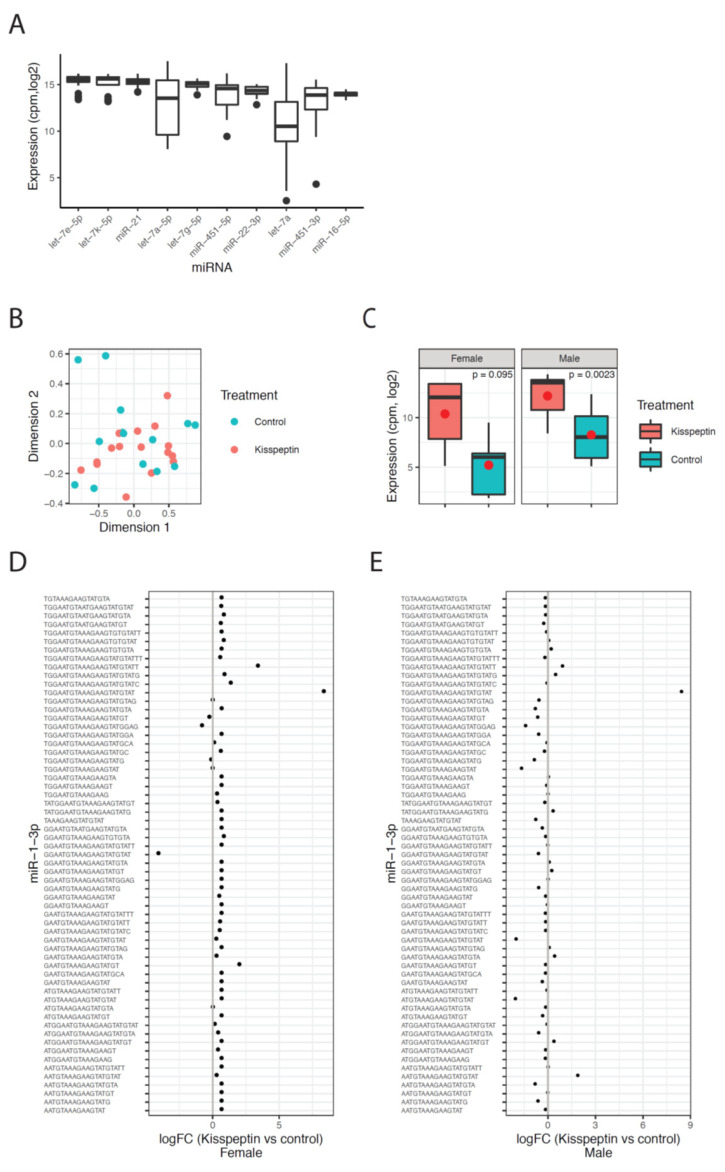
MicroRNA sequencing results. (**A**) Levels of the top 10 highest expressed miRNAs shown as the normalized expression (cpm, log2) for each miRNA across all samples. (**B**) Multidimensional scaling plot (MDS) of the miRNA expression data colored by treatment, red color for animals treated with kisspeptin and blue color for untreated fish. (**C**) Expression of miR-1-3p in kisspeptin and control treatments for female and male samples, respectively. The mean of each group is shown as a red circle. The *p*-values are the Benjamini–Hochberg adjusted *p*-values as calculated by *limma* in R. (**D**) Fold change values (log2) for all detected isomiRs of miR-1-3p between kisspeptin and control treatment in females. (**E**) Similar as in D for male samples.

**Figure 8:**
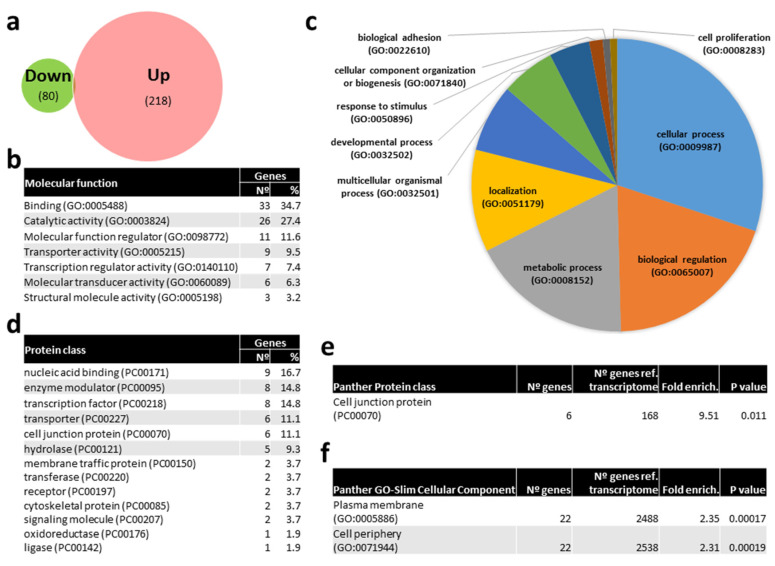
Venn diagram of predicted mRNA targets of miRNAs differentially expressed (DE) with kisspeptin treatment in blood plasma of Senegalese sole females and gene ontology (GO) analysis. (**a**) Venn diagram with the number of predicted mRNAs targeted by DE miRNAs. (**b**) List of GO molecular functions represented by predicted mRNAs targeted by DE miRNAs. (**c**) Pie chart of GO biological process of predicted mRNAs targeted by DE miRNAs. (**d**) List of GO Protein classes represented by predicted mRNAs targeted by DE miRNAs. (**f**) List of overrepresented Panther Protein classes (**e**) and GO-Slim Cellular Component of predicted mRNAs targeted by DE miRNAs showing the number of genes, the fold enrichment and the *p* value.

**Table 1:** Cell viability of sperm samples from Senegalese sole males treated with kisspeptin (*n* = 17) and control (untreated) (*n* = 13), before (T0) and after (2 d: 2-days; 4 d: 4-days) the kisspeptin injection.

Sampling	Treatment	Live Cells (%)
T0	Kiss	88.55 ± 12.77
	Control	90.47 ± 4.81
2 d	Kiss	84.87 ± 6.40
	Control	89.32 ± 2.96
4 d	Kiss	89.75 ± 4.26
	Control	88.53 ± 1.35

**Table 2:** Differentially expressed isomiRs between kisspeptin and control in Senegalese sole females. Canonical mature miRNA names (from miRBase 21.0) are indicated, along with the sequence of the differentially expressed miRNAs, their log2 fold change of the kisspeptin–control statistical comparison (corresponding to the log2 of the miRNAs’ average expression in Kisspeptin subtracting the average expression in control values computed by limma) and the isomiRs average log2 cpm in the dataset, as computed by limma. Benjamin–Hochberg adjusted *p*-values are also indicated.

miRNA	Sequence	Log2 Fold Change	Average Expression	Adjusted *p*-Value
let-7e	TGAGGTAGTTGGTTGT	6.295	2.352	0.00939
miR-199a-3p	AGTAGTCTGCACATTGGTT	7.973	3.232	0.00165
miR-100-5p	AACCCGTAGATCCGAACTTGTG	−9.335	4.472	0.00006

**Table 3:** Canonical summary of the sequenced circulating miRNAs in Senegalese sole females and males treated with kisspeptin hormone and control (untreated) during the different sampling points (2 d: 2-days and 4 d: 4-days post-injection). The raw reads, data after trimming (trimmed, trimmed data in percentage) and annotated microRNA reads and microRNA data in percentage are also indicated.

**Kisspeptin** **treated**	**Sample ID**	**Sex**	**Sampling** **Point**	**Raw Reads**	**Trimmed**	**Trimmed %**	**microRNA**	**microRNA (%)**
	A1-1_S1	Female	2 d	453,229	208,921	46	47,725	11
	A1-2_S2	Female	2 d	500,647	237,779	47	91,581	18
	A1-3_S3	Female	2 d	567,594	288,477	51	129,980	23
	A1-4_S4	Female	2 d	475,441	209,746	44	57,941	12
	A1-11-9_S5	Female	2 d	448,350	219,818	49	25,468	6
	A1-6_S11	Male	2 d	409,534	199,896	49	57,262	14
	A1-7_S12	Male	2 d	438,943	207,974	47	57,138	13
	A1-10_S13	Male	2 d	497,364	252,675	51	63,137	13
	A1-12_S14	Male	2 d	500,206	222,774	45	48,918	10
	A1-13_S15	Male	2 d	431,890	200,621	46	35,429	8
	A1-11-12_S16	Male	2 d	448,502	218,492	49	157,656	35
	A4-3_S26	Male	4 d	509,277	258,979	51	139,680	27
	A4-8_S27	Male	4 d	395,813	180,599	46	41,197	10
	A4-9_S28	Male	4 d	505,458	256,239	51	104,044	21
	A4-10_S29	Male	4 d	498,680	233,040	47	49,651	10
	A4-17_S30	Male	4 d	463,867	223,033	48	85,875	19
**Control** **untreated**	A2-2_S6	Female	2 d	461,160	227,736	49	191,846	42
	A2-5_S7	Female	2 d	491,359	243,485	50	163,635	33
	A2-7_S8	Female	2 d	415,844	192,516	46	124,752	30
	A2-9_S9	Female	2 d	475,556	211,070	44	84,252	18
	A2-10_S10	Female	2 d	443,098	218,571	49	52,960	12
	A2-11_S17	Male	2 d	496,908	245,995	50	39,267	8
	A2-12_S18	Male	2 d	488801	233,186	48	65,358	13
	A2-14_S19	Male	2 d	549,711	227,754	41	29,918	5
	A2-16_S20	Male	2 d	502,982	226,236	45	41,948	8
	A3-2_S21	Male	4 d	445,074	219,334	49	47,514	11
	A3-5_S22	Male	4 d	500,306	248,426	50	93,047	19
	A3-6_S23	Male	4 d	464,452	219,739	47	98,906	21
	A3-9_S24	Male	4 d	470,313	232,473	49	133,423	28
	A3-11_S25	Male	4 d	488,090	247,258	51	31,354	6

## Supplementary Materials

Supplementary Materials can be found at https://www.mdpi.com/1422-0067/21/23/9051/s1, Figure S1: Overview of sequencing results. (**A**) Detected fragment lengths in the finished sequencing libraries for all samples. The intensities of each length are colored by rpm (reads per million) for which darker color indicates higher expression of that particular fragment length. (**B**) Distribution of detected RNA types in the different samples. lncRNA: long non-coding RNA; rRNA: ribosomal RNA; SRP_RNA: signal recognition particle RNA; miRNA: micro RNA; snRNA: small nuclear RNA; tRNA: transfer RNA; Table S1: Senegalese sole mRNA targeted by DE miRNAs. The annotated Sengalese sole unigene and gene name are shown; Table S2: Pathways represented by Senegalese sole mRNAs targeted by DE miRNAs. The different pathways, number of genes implicated and the percentage are indicated.

How the deposited data were processed for this re-analysis (not part of the article)

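Small RNA from the blood plasma of 30 Senegalese sole was counted per isomiR, in 6 groups given by sex, treatment and day. The groups were taken from the sample labels. Cutadapt 2.8 had removed the adapter and 4 random bases at each end of the reads, and bowtie2 with k = 10 had mapped them to the hairpins of miRBase 21. Where a miRNA name was found in several species, the authors kept the species with the highest expression. The authors then counted reads per isomiR and deposited these counts without normalization, and the values are whole numbers. Names in the counts run from miR-122-3p to miR-459, and other names were not analysed here. The total of each library equalled the microRNA reads of Table 3. No 2 libraries of a group were identical among 61 pairs, and their counts differed by more than counting noise (chi-square per degree of freedom from 52.2 to 247).

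IsomiR counts were summed to the 172 miRNA names. Levels are log2 cpm with a prior count of 1 and library sizes scaled by TMM over all 30 libraries. Differences between kisspeptin and control fish were tested with the quasi-likelihood test of edgeR 4.0.16 (limma 3.58.1, R 4.3.3), with TMM normalization, on miRNAs with at least 1 cpm in at least 4 samples. The paper required at least 1 cpm in all samples, which was run as an alternative. The 20 samples of 2 d were fitted together as 4 groups, with a contrast for each sex and one for the difference between the sexes. The 10 males of 4 d were fitted alone, and the 20 males of both days were fitted together to test the difference between the days. An adjusted p (Benjamini-Hochberg) under 0.05 was the threshold. Single values were compared with two-sided exact permutation tests of the difference of means, in 210 splits for 6 fish against 4 and in 252 for 5 against 5. Differences between the sexes or the days were tested with 100000 permutations of the treatment labels within each sex or day. Separation of the libraries was tested with the pseudo-F of Euclidean distances and as many permutations. The scripted calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

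The comparisons of miRNAs, their filters, the single values, the lists of marker miRNAs and the alternatives for them were set before the data were examined. Among the single values, miR-1 and miR-199a-3p were taken from the paper's results on these same fish. The alternatives were limma-voom, DESeq2 1.42.0 (with its default size factors), no scaling factors, 3 other filters, all 30 samples in one fit and the 2 groups alone. Further alternatives were names summed by number, males of both days together and each fish left out in turn. For single values, a prior count of 0.25 (10 for the separation) and means over the members of a list were used. The tests of isomiRs, with the same fits and alternatives, were added after the counts had been seen, and so was the separation without the miR-1 names. The miRNAs named are those the paper names in its results, in Table 2 or in Fig. 7, the 10 with the highest mean level, the miR-1 names with at least 1% of the miR-1 counts and, for each comparison, the 5 with the smallest p among those past the threshold or, where there was none, the one with the smallest p. The 3 lists of marker miRNAs were muscle (miR-1, miR-133, miR-206, miR-499), erythrocyte (miR-451, miR-144, miR-486, miR-16) and liver (miR-122), of which miR-499 and miR-486 are not analysed here.

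The edgeR test was tested on simulated data with the group sizes and totals of the 20 libraries of 2 d. The changes were put in the kisspeptin males, and recovery was scored in males at 2 d only. At a dispersion of 0.2 it recovered 34 of 40 simulated log2 changes of 2 and 40 of 40 of 4. At the dispersions fitted to the miRNA counts, it recovered 1 of 39 simulated log2 changes of 2, 18 of 37 of 4 and 36 of 39 of 8. The common dispersion of the miRNA counts was 1.72, a coefficient of variation of 131% between fish of a group. For each comparison, the treatment labels of the same fish were also split at random in 100 ways, the real split included. The run of each library was not given in the labels, so no comparison within runs was made.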

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

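The ratios of miR-1 to other marker miRNAs and the tests on miR-21, on depth, on uneven listing, on the ratio of miR-1a-3p forms, on the other miR-1a-3p isomiRs and on names not analysed here were chosen only after the result was seen. The sum over miR-1 names and the marker lists were set earlier.

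In 17 of the 126 sets of fish examined (21 measures in 6 groups), one fish stood far from the others of its group, where about 6.3 are expected by chance. Measures that share counts are among them, so they are not independent.

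The kisspeptin effect on miR-1a-3p differed between the days in males, by −8.13 on the log2 scale (permutation test, p = 0.00331). For miR-1 summed over its names the difference was −6.14 (permutation test, p = 0.00751). The direction was up at 2 d and down at 4 d. Adjusted by Benjamini-Hochberg over the comparisons, the exact permutation p in males was 0.0429 at 2 d and 0.175 at 4 d for miR-1a-3p, and 0.0714 and 0.230 for the sum. Reads of one sequence counted under different names would leave the sum level, but the sum was higher at 2 d by 4.26 in males (two-sided exact permutation test, p = 0.0286) and by 3.77 in females (p = 0.0476). Muscle miRNAs released at the injection or puncture would raise the other muscle miRNAs as well. Their sum did not rise in males (−1.27, exact permutation p = 0.186) or females (−0.73, p = 0.619) at 2 d, but miR-206-3p makes up 97.1% of it. The ratio of miR-1 to this sum was higher by 5.53 in males (p = 0.0143) and 4.51 in females (p = 0.0476), in two-sided exact permutation tests without adjustment. In males miR-1 was also higher relative to miR-206-3p alone (5.65, exact permutation p = 0.00952) and to miR-133 (4.71, p = 0.0429, Benjamini-Hochberg adjusted 0.129). This argues against an equal rise of miR-1 and miR-206-3p in males. However, miR-133a-3p was counted in only 13 libraries. With the other muscle miRNAs not raised in males, the ratios there mostly repeat the rise of miR-1, so they cannot exclude muscle. In females miR-1 was higher relative to miR-206-3p (4.56, exact permutation p = 0.0397) but within the spread relative to miR-133 (1.57, p = 0.389). There miR-133a-3p had an edgeR log2 fold change of 4.11 (standard error 2.40, adjusted p = 0.581), against 1.09 (standard error 2.23) in males. Muscle therefore stays open for both sexes. Of all counts, miR-206-3p held 1.11% and miR-133a-3p 0.0299%, against 2.92% for miR-1a-3p. Tested with miR-1 included, the muscle list differed by 1.74 in males (exact permutation p = 0.124), 1.79 in females (p = 0.175) and −1.06 in males at 4 d (p = 0.341), and without miR-1 by 0.54 at 4 d (p = 0.730).

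Haemolysis stays open for both sexes in these counts. The paper reports that none was visible in the plasma, which was spun again against cell debris. The erythrocyte list differed by 0.74 in males at 2 d (exact permutation p = 0.0810), 0.04 in females at 2 d (p = 0.913) and 0.01 in males at 4 d (p = 0.952). With the mean over the members of the list in place of their sum, the difference in males at 2 d was 0.027 (exact permutation p = 0.933). Relative to the summed counts of the list, miR-1 was higher by 3.52 in males (exact permutation p = 0.0524) and by 3.74 in females (p = 0.0476), without adjustment. This ratio decides nothing: miR-451 held 12.7% and miR-16b 10.4% of all counts, a level that would hide a small share from red blood cells, and with the list level in females the ratio there repeats the rise of miR-1. The liver list, which is miR-122, differed by −1.16 (exact permutation p = 0.500), −1.45 (p = 0.325) and −1.67 (p = 0.444) in the same comparisons. An equal rise of every miR-1a-3p form is argued against in males, where the full-length form rose relative to the others by 7.11 with counts under 3 set to 3 (two-sided exact permutation test, p = 0.0333, without adjustment). In females the same ratio rose by 5.40 (exact permutation p = 0.111), so it stays open there. Whether the other forms rose by a smaller amount is also open, since they were higher by 1.96 in females and 1.68 in males at 2 d, within the spread between fish. Reads counted under miR-1 names not analysed here stay open too: the full-length sequence was at 0 under every name analysed in 20 libraries, and other names would be needed to decide. The effect of kisspeptin at 2 d, and a tank effect, since each treatment and day had its own tank, cannot be told apart.

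The full-length isomiR of miR-1a-3p was counted in 2 control males at 4 d, a group that the paper left out of its comparison, with 1113 counts in fish A3-2 and 9217 counts in fish A3-6. It was at 0 in all 5 kisspeptin males at 4 d and in all control fish at 2 d. Low sequencing depth is argued against, since at the lowest level at which this isomiR was counted, every library at 0 would hold at least 701 counts of it. Other abundant sequences were also at 0 in some libraries, 87 of 128 with this isomiR included. The 22 nt isomiR of miR-21 was at 0 in 6 libraries and had at least 6300 counts where found. The full-length form itself was at 0 in A4-9 beside 2863 counts of the form without the last base. A 0 is therefore not clear evidence of absence. Whether listing that varies between libraries whatever the treatment explains the pattern of this isomiR stays open. Of 86 other abundant sequences at 0 in some library, 1.16% were as unevenly counted between kisspeptin and control males at 2 d as this isomiR, but random listing gives at most 4.76%, so the 5% set for this test could not be reached and it decides nothing. As uneven in females at 2 d were 9 of the 86 and in males at 4 d 13, and 0 were as uneven in males and females at 2 d in the same direction. No biological explanation of the counts in the 4 d controls was tested.

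In the kisspeptin male A1-6 at 2 d, miR-1a-3p was at a log2 cpm of 11.33, where the other 5 were from 16.28 to 17.01. The same fish was low for miR-1c, at 3.71, which is a count of 0, for miR-1 summed over its names, at 11.33, and for the muscle list, at 13.18. It was high for miR-3963, at 16.08, where the others were from 13.98 to 14.60. Its total of 57262 counts was near the median of its group. Whether A1-6 differed in its response or in its library was not tested.

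For miR-21, one fish was far below the others of its group in control females at 2 d (15.09), kisspeptin females at 2 d (15.86), control males at 4 d (15.61) and kisspeptin males at 4 d (15.23). A candidate explanation is that its 22 nt isomiR, TAGCTTATCAGACTGGTGTTGG, was listed at 0 in that library. This isomiR was at 0 in all 4 of these libraries, and with it left out of all libraries, 0 of the 4 still stood far from their group, as this explanation, its 22 nt isomiR listed at 0 in that library, predicts. It was at 0 in 6 libraries in all and had at least 6300 counts where it was found, while the form with one more A was at 0 in no library. Why it was at 0 was not tested.

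In the other sets, the distant fish were A4-17 for miR-22a in kisspeptin males at 4 d (17.71), A2-5 for miR-16b in control females at 2 d (17.55) and A3-6 for miR-16b in control males at 4 d (17.04). For miR-15a they were A1-10 in kisspeptin males at 2 d (15.42) and A4-8 in kisspeptin males at 4 d (13.51). For miR-3963 it was A3-5 in control males at 4 d (12.85), for miR-202-5p A2-16 in control males at 2 d (8.25) and for the liver list A2-12 in control males at 2 d (9.04). No explanation was tested for these.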

How the results depend on the processing

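The separation without the miR-1 names and every alternative for isomiRs were chosen only after the result was seen. The cause of the changes below was not tested except where stated.

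With DESeq2, 1 miRNA differed in males at 2 d (miR-1a-3p, log2 fold change 5.28, adjusted p 0.0167, from 0.0167 to 0.946 over its alternatives), 1 in its effect between the sexes (miR-199a-5p) and 2 between the days (miR-1a-3p and miR-199a-5p). With limma-voom, 1 miRNA differed between the sexes (miR-199a-5p). In all other fits of miRNAs that kept every fish, the number was 0, as in the edgeR fits reported. In females at 2 d and males at 4 d it was 0 under every alternative. With each fish left out in turn, the number between the days ran from 0 to 1 over 20 fits, the 1 being miR-1a-3p without the kisspeptin male A4-9 of 4 d. In males at 2 d the log2 fold change of miR-1a-3p stayed from 4.62 to 6.00 and its adjusted p from 0.295 to 0.697 over 10 such fits. With the filter of at least 1 cpm in all samples, miR-1a-3p and miR-199a-3p were not tested at 2 d. With males of both days together, a fit of a single effect over both days, the log2 fold change of miR-1a-3p was 0.70 (adjusted p 0.946).

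For isomiRs, DESeq2 gave 13 in males at 2 d, 13 in females at 2 d, 18 between the sexes, 2 in males at 4 d and 32 between the days. Without a filter, edgeR gave 20, 26, 46, 24 and 29 in the same order, and limma-voom gave 1 between the sexes, 1 in males at 4 d and 2 between the days. Leaving out one fish gave from 0 to 1 in males at 2 d (without A1-10), from 0 to 1 between the sexes (without A1-2 or A1-10) and from 0 to 1 in males at 4 d (without A4-3). The full-length miR-1a-3p isomiR had an adjusted p of 9.86e-21 in males and 2.6e-31 in females with DESeq2, and of 4.5e-20 and 2.22e-25 without a filter. The fit without a filter also called it lower with kisspeptin in males at 4 d (adjusted p 8.9e-17), where it was counted in 0 of 5 kisspeptin fish and 2 of 5 controls (Fisher's exact test, p = 0.444). With males of both days together, a fit of a single effect over both days, its direction was reversed (adjusted p 0.999). It was not tested with at least 1 cpm in all samples, nor in females with the 2 groups alone.

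Separation by treatment lost its p under 0.05 with at least 1 cpm in all samples (0.362, 35 miRNAs), with names summed by number (0.130) and without the miR-1 names (0.148). With at least 1 count in every sample, 29 miRNAs were detected.

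For miR-1 summed in females, the difference ran from 3.21 to 4.53 over 10 fits that each left out one fish, and p from 0.0317 to 0.0794, above 0.05 in 6 of them. The muscle list in males at 2 d ran from 1.18 to 2.34. Its exact permutation p was under 0.05 in 2 of 10 fits, the lowest 0.00794 without A1-6. With miR-1 left out, the muscle list in these males ran from −2.17 (p = 0.0238 without A2-11, exact permutation test) to −0.57. Without miR-1 it ran from −1.71 to 0.044 in females, positive without A1-3, and from −0.27 to 1.44 in males at 4 d. The erythrocyte list ran from 0.55 to 0.89 in males at 2 d, from −0.15 to 0.30 in females and from −0.13 to 0.18 in males at 4 d. In males at 2 d its exact permutation p was under 0.05 in 2 of 10 fits, the lowest 0.0317 without A1-7. Library totals at 4 d ran from −0.20 to 0.32. With the mean of log2 cpm over the members of a list, the direction was reversed for the muscle list in males at 4 d (0.29), the erythrocyte list in females (−0.53) and the muscle list without miR-1 in females (0.44). In males at 2 d it kept its direction but was smaller, at 0.27 for the muscle list (p = 0.681) and 0.027 for the erythrocyte list (p = 0.933, exact permutation tests).

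The spread between fish limits these tests. Simulated log2 changes of 2 in miRNAs of males at 2 d were recovered in 1 of 39 cases at the fitted dispersions.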

Differences from the paper's values

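No test in this part was chosen only after the result was seen, apart from those of isomiRs and of their fold limits.

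The paper gives 1467 uniquely expressed miRNAs and the counts analysed here hold 172. The alternatives set before the data were examined, at least 10 counts over all samples and at least 1 count in every sample, gave 141 and 29, further from the paper's number. The paper gives 70 isomiRs of miR-1-3p, and 30 are listed here under miR-1a-3p, or 53 over miR-1a-3p, miR-1b and miR-1c together. No alternative was set for this number.

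For miR-1-3p in males at 2 d, the paper's adjusted p is about 0.0023 (Fig. 7C, read by eye), and the edgeR adjusted p of miR-1a-3p here was 0.389. None of the alternatives set before the data were examined came within 1.5 times the paper's value. They ran from 0.0167 to 0.946, the highest from the fit of males of both days together, and DESeq2 at 0.0167 was also under the threshold. In females at 2 d the paper's adjusted p is about 0.095 (Fig. 7C, read by eye), and here it was 0.416. Of the alternatives set before the data were examined, the fit without the control female A2-9 came within 1.5 times of it, at 0.133, and the others did not.

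The paper's mean log2 cpm of miR-1-3p in kisspeptin males is about 12 (Fig. 7C, read by eye) and here it was 15.79. The paper's mean for miR-21 over all samples is about 15 (Fig. 7A, read by eye) and here it was 17.24. Both were computed here relative to the reads of the names analysed, and no alternative was set for either.

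For the isomiR of miR-1-3p, the paper's log2 fold change is about 8.3 in females (Fig. 7D, read by eye) and about 8.4 in males (Fig. 7E, read by eye). The paper's text does not give the sequence of its isomiR. Assuming that it is the full-length form and that a count of 0 is a low level, the lower limits here were 9.55 and 9.72. No alternative was set for these. In the edgeR test this isomiR was not past the threshold in either sex, with an adjusted p of 0.428 in males and 0.253 in females. DESeq2 and edgeR without a filter, both run after the counts were seen, gave adjusted p values far under 0.05 in both sexes, and edgeR without a filter did so in the opposite direction in males at 4 d (adjusted p 8.9e-17).

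The paper states that let-7e-5p is the highest expressed miRNA. That name is not analysed here, and miR-21 was the highest of the names analysed. The paper states that libraries do not cluster by treatment at 2 d. Here treatment accounted for 7.72% of the variation, with a permutation p of 0.00502. Of the alternatives set before the data were examined, the paper's filter of at least 1 cpm in all samples gave 5.55% (p = 0.362) and names summed by number 6.35% (p = 0.130), both without separation past the threshold, while a prior count of 10 (p = 0.00055) and all 30 samples (p = 0.0461), in the same permutation test, passed it. The paper states that an isomiR of miR-199a is raised by kisspeptin in females, and here that isomiR had 17 counts in 1 control female and 0 in every kisspeptin female. The paper's text gives more control samples in the methods than its Table 3, and the labels here give 14, as does the table.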

Other observations

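The test of shared names and the splits for isomiRs, for the sexes and for the days were chosen only after the result was seen.

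For each comparison, the treatment labels of the same fish were split at random in 100 ways, the real split included. With edgeR, no miRNA passed the threshold in the real split, so all 100 splits gave as many for males at 2 d, females at 2 d and males at 4 d. The same held for the difference between the sexes and for that between the days, and for isomiRs in each of these. At least 1 miRNA passed in 2 splits for males at 2 d, 2 for females at 2 d, 6 for males at 4 d and 5 for the days. By unadjusted p under 0.05, as many miRNAs as in the real split (10, 11, 2, 7 and 12) were found in 34 splits for males at 2 d, 20 for females at 2 d, 94 for males at 4 d, 61 for the sexes and 24 for the days. For isomiRs (71, 117, 15, 86 and 102 in the real split) they were found in 76, 4, 17, 56 and 15 splits in the same order. For females at 2 d, therefore, 4 of 100 splits gave as many isomiRs with an unadjusted p under 0.05.

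Of the 2011 sequences, 112 are listed under more than 1 name. The hypothesis that such a sequence is counted under one of its names in each library was tested by permuting the libraries of each name. Of 531 pairs of sequence and library with counts, 76 had counts under 2 or more names, against 36.83 ± 4.96 (SD) over 1000 permutations. The 76 pairs argue against the hypothesis in its strict form. Whether a sequence is mostly counted under one name is not decided. Permuting also separates names that share a library only because the sequence was present there.

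For isomiRs with edgeR and the filter, no adjusted p was under 0.05 for the difference between the sexes (684 tested). An unadjusted p under 0.05 was found for 86 of them. Males at 4 d (362 tested, 15 with an unadjusted p under 0.05) and the difference between the days (662 tested, 102) gave no adjusted p under 0.05 either. DESeq2, limma-voom and edgeR without a filter gave isomiRs past the threshold in each of these comparisons.

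Of 128 sequences with a median of at least 1000 cpm where counted, in at least 3 libraries, 87 were at 0 in at least 1 library and 41 were counted in all. The minimum of 3 libraries was added later, and without it 93 of 134 were at 0 in at least 1 library. In the smallest library, 1000 cpm is 25.5 counts.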
